A study of Mus musculus with 11 samples. Its data were reported in "IL-1R signaling drives enteric glia-macrophage interactions in colorectal cancer" (2024).

How the data were processed

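Colon tissue was collected from 11 female wild-type mice, 4 of them naive and 7 after a course of azoxymethane (AOM, a carcinogen) and dextran sulfate sodium (DSS, which injures the colon lining). AOM was given once at 10 mg/kg, followed from day 7 by 3 cycles of 1.5% DSS in the drinking water, each of 5 days with 16 days of recovery, and tissue was taken on day 70. RNA was made into 3′ mRNA libraries with the QuantSeq kit of Lexogen, in which each transcript gives reads from its 3′ end, so gene length has little part in the count. The labels number the samples as biological replicates, and each was taken as a separate mouse.

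The authors trimmed the reads, aligned them with STAR to the mouse build mm10, quantified them to Ensembl transcripts, normalized the gene counts and compared both groups in Partek Flow with its gene-specific analysis, which chooses a statistical model for each gene. The submitters' processing notes name Partek, cutadapt and STAR. Which normalization was applied, which model was chosen for each gene and on what scale the means stand are not given in the sources used here. The single file used holds the authors' deposited p-values, FDR values (adjusted p), signed folds and least-squares means for AOM/DSS and for naive tissue, with no values per sample. Its first line describes the comparison as AOM/DSS tumor against full-thickness naive colon, while the study elsewhere calls the tumors full-thickness as well. Full-thickness would mean that the muscle coat was kept. For cell isolation the study peeled this layer from AOM/DSS tumors and healthy colon. Its account of the RNA libraries does not state how the tissue was dissected. Means are therefore printed as the authors' means on their normalized scale, without SD, and the depth per sample is unknown, so no interval or detection limit was computed. The deposited p-value and FDR are the only measure of replicate error behind each gene.

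The table was checked before use. It lists 7868 genes, no gene name is repeated, and 7727 of the names are found in GENCODE M21, an annotation of the same mouse build from another release than the authors'. The highest p-value listed by the authors is 0.0500, so the table covers genes below that limit alone. Benjamini-Hochberg adjustment over 23773 tests gives back all 7868 deposited FDR values within a relative tolerance of 1e-06, which sets the number of genes the authors tested. All 7868 deposited folds equal the ratio of the authors' means within the same tolerance. A mean of 0.0001 stands for 0 in this table and occurs for 500 genes in naive and 69 in AOM/DSS tissue. Such genes are said to be listed at 0 and no fold is given for them. In the list medians, the random lists and the median-centring, their log2 folds were taken with 0.0001 as the mean, which makes them very large. Pseudocounts were tried as an alternative for this reason as well. A gene that is not listed had a p above the threshold or was not tested, and is not called unchanged.

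A gene counted as having risen or fallen at a deposited FDR of 0.05 or less, with no refit. Before the data were examined, 44 gene lists were written down: 41 from textbook knowledge and 3 from the study (a glial signature, a signature of SPP1+ tumor-associated macrophages from human tumors, and genes raised in cultured glia), none of them chosen on these samples. While reading the study's supplement before that point, the rows of Cxcl5, Mt4, Saa3 and Pla2g2a in the same comparison had been seen. Of these only Cxcl5 is in a list. The study's text also reports that markers of tumor glia, macrophage signature genes and IL-1 signaling were raised in this comparison. The direction of the lists on these themes was therefore not unknown when they were written. For each list, the share of members past the threshold that were higher in AOM/DSS was compared with the share among all other genes past it by a two-sided Fisher's exact test. Among all genes past the threshold, this share was 87.1% in the second lowest of 10 bins of mean expression and 45.7% in the highest. Fisher's test was not matched on expression, so the level of a list's members can enter its p-values. The median log2 fold of the listed members was set against 10000 random lists of the same size, drawn from the table's genes and matched in 10 bins of mean expression. For 6 pairs of lists the difference of median log2 fold was tested by a two-sided permutation of members between both lists, exact in 5 of them and with 100000 resamples in the other, leaving out genes in both lists. P-values were adjusted by Benjamini-Hochberg within each of these families. The units of these tests are genes, which are not independent replicates, and correlation between genes could not be estimated without values per sample, so the list tests describe this table. For each list the number of members past the threshold is also given adjusted over the list alone, counting members that are not listed as tested.

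Genes named with values were chosen by a rule fixed beforehand: the 10 with the largest fold in each direction among genes past the threshold with a mean of at least 1 in both groups and 10 in the higher, leaving out predicted or numbered models; 25 genes the study names; and, per list, up to 4 members with the smallest p plus the 1 with the smallest p that moved against the majority. Others are said to be chosen after their values were seen. Some genes that this rule names are not reported here. The list tests were tested on simulated data made from the means of the 7868 genes in the AOM/DSS against naive comparison. With no planted shift, the direction and median tests called 0% of 200 lists of 12 genes, and the permutation between lists called 3.5% of 200 pairs of 7 genes. With a planted log2 shift of 1, they called 0%, 1% and 10.5%, and with a shift of 2, 34%, 86% and 32%. The simulation shuffled folds over all genes, drew genes past the threshold regardless of their fold, and used fewer lists and fewer random lists. Its rates therefore do not tell how often real lists would be missed. Cell cycle genes, for example, passed at a median log2 fold of 1.08 against 0.35 in random lists (permutation test, adjusted p = 0.0020). Gene positions were read from GENCODE M21 on GRCm38, the assembly that mm10 names. Alternatives tried were stricter error control, fold and mean minimums, pseudocounts of 1 and 0.1, unmatched random lists, median-centred folds and leaving out gene models; leaving out replicates and a replicate block need values per sample and were not run. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.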

Results

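The series profiled colon tissue by 3′ mRNA sequencing in 4 naive mice and in 7 mice with AOM/DSS-induced, colitis-associated tumors. The study asked whether interleukin-1 (IL-1) signaling links enteric glia, the supporting cells of the gut's nervous system, with tumor-associated macrophages (TAMs), and this comparison shows how the genes of those cells and signals stand in tumor-bearing against naive tissue. The means given are the authors' normalized means over each group, the FDR is the authors' adjusted p, and neither values per mouse nor the depth of each library were analysed here.

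AOM/DSS tissue had higher transcript levels of neutrophil, lymphocyte and plasma cell genes, of IL-1 and chemokine genes, of matrix-degrading enzymes and of Wnt target and cell cycle genes. Transcripts of differentiated colonocytes, of fatty acid oxidation and the respiratory chain, of smooth muscle and of enteric neurons were lower. Of 7 genes raised in cultured glia, 6 rose, without passing as a list in direction, and most glial signature genes that passed the test fell. Of 23773 genes tested, 5323 (22.4%) passed an FDR of 0.05 in the authors' deposited table, 3125 of them higher and 2198 lower in AOM/DSS. Among the 44 lists, 18 differed in direction from the other genes past the threshold by Fisher's exact test, 13 toward higher and 5 toward lower. In the permutation test of medians 24 lists passed, 18 above and 6 below random lists. Over all lists, 399 of 659 memberships passed the test over all genes tested and 435 adjusted over the list alone.

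Among genes past the test with a mean of at least 1 in both groups and 10 in the higher, the 10 largest increases included neutrophil and immunoglobulin genes. In the authors' deposited table, S100a9 and S100a8, which encode the neutrophil protein calprotectin, stood at 397 against 1.08 (FDR = 0.00040) and 451 against 1.50 (FDR = 5.6e-05), 368-fold and 300-fold higher. Pla2g2a, a secreted phospholipase, was 365-fold higher (398 against 1.09, FDR = 1.7e-11) in the authors' deposited table. The immunoglobulin heavy chain genes Ighg2b and Ighg2c rose 143-fold and 109-fold in the authors' deposited table. Ubd, a cytokine-induced ubiquitin-like protein, rose 102.5-fold, and Wif1, a secreted Wnt inhibitor, 98.7-fold in the authors' deposited table. Krt36 (97.4-fold), Krt14 (97.1-fold) and Ly6d (83.3-fold), genes of keratinized or stratified epithelium, complete those 10 increases in the authors' deposited table. Under the same limits, the 10 largest decreases included several colonocyte genes. Cyp2c55, a cytochrome P450, fell 131-fold to 1.53 against 199.96 (FDR = 0.013), Slc26a3, the chloride-bicarbonate exchanger, 26.7-fold to 18.1 against 482 (FDR = 1.5e-06) in the authors' deposited table. The carbonic anhydrases Car4 and Car1 fell 19.99-fold and 11.5-fold in the authors' deposited table. Acsm3 (18.7-fold), Rims4 (18.3-fold), Retnla (12.9-fold), Sycn (11.05-fold), Tgm3 (9.77-fold) and Mptx1 (9.62-fold) complete those 10 decreases in the authors' deposited table.

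Most IL-1 signaling genes rose, genes of inhibitors among them. Of 22 listed beforehand, 16 rose, 2 fell and 4 were not listed, against 58.6% higher among other genes past the threshold (Fisher's exact test, adjusted p = 0.0212), and 18 passed adjusted over the list alone. The list's median log2 fold was 1.09, or 1.04 with 1 added to both means, against 0.34 in random lists of the permutation test (adjusted p = 0.0064), and no longer passed when these were not matched on expression. Il1b, the main secreted IL-1 ligand, stood at 172 against 5.50, 31.2-fold higher (FDR = 4.6e-08), and its receptor Il1r1 at 23.4 against 7.24, 3.23-fold higher (FDR = 3.2e-07), in the authors' deposited table. Il1a had a mean of 3.14 in AOM/DSS and was listed at 0 in naive tissue (FDR = 1.2e-06), and Il1rl1, the IL-33 receptor, rose 33.7-fold (31.3 against 0.928) in the authors' deposited table. With 1 added to both means the log2 fold of Il1rl1 went from 5.07 to 4.06. The list's risers include Il1rn, the IL-1 receptor antagonist (111 against 57.3), and Nfkbia, an NF-κB inhibitor (384 against 159), in the authors' deposited table. Il18 (66.8 against 132) and Pycard, which encodes an inflammasome adaptor, fell in the authors' deposited table. The list's call ended with a stricter FDR of 0.01, with a minimum fold of 2 and with median-centred folds, under which Irak1 and Rela turned to lower. Il6 itself stood at 2.95 against 0.409 in the authors' deposited table and did not pass the test (FDR = 0.12). In the list of IL-6 family and STAT3 genes, 8 of 16 rose, 1 fell, 1 was listed without passing and 6 were not listed (Fisher's exact test, adjusted p = 0.150). Its median log2 fold of 2.41, or 1.72 with 1 added to both means, lay above the 0.34 of random lists in the permutation test (adjusted p = 0.0037). Il11, an IL-6 family cytokine, rose 33.1-fold (57.2 against 1.73), Socs3, the feedback inhibitor of STAT3, 11.6-fold (203 against 17.5) and the NF-κB regulator Bcl3 3.89-fold, and the receptor gene Lifr fell 1.73-fold, in the authors' deposited table. Of the 16 IL-6 family and STAT3 genes, 9 passed adjusted over the list alone.

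Glial signature genes past the threshold mostly fell, while most genes raised in cultured glia rose. In bulk tissue neither the fall of the signature genes nor the rise of the cultured-glia genes can be assigned to glia. In the glial signature of 12 genes, 6 fell, 1 rose and 1 was listed without passing the test. The other 4 (Sox10, Gfap, Cdh19 and Prnp) were not listed. Adjusted over the list alone 7 passed, and the list did not pass in direction (Fisher's exact test, adjusted p = 0.0506). Of the 12, 6 are also in the textbook list. The signature's median log2 fold was −1.07, below the 0.09 of random lists in the permutation test (adjusted p = 0.0059). S100b, a calcium-binding glial marker, fell 3.04-fold (4.47 against 13.6, FDR = 0.0021), Aldh1a1, a retinal dehydrogenase, 6.20-fold and the myelin protein gene Pmp22 2.91-fold in the authors' deposited table. The member that rose, Clu, encodes clusterin, is also in the list of regenerating epithelium, and stood at 327 against 41.8 (7.82-fold, FDR = 7.5e-09) in the authors' deposited table. In the textbook list of enteric glia, 3 of 12 fell (S100b, Erbb3 and Scn7a), none rose, 3 were listed without passing and 6 were not listed (Fisher's exact test, adjusted p = 0.129). Adjusted over the list alone 4 passed, these 3 and Sox2, a transcription factor of glial precursors, which stood higher at 1.72 against 0.263 (FDR = 0.054) in the authors' deposited table. The list of genes raised in cultured glia, taken from the study's culture work and not from these samples, had 6 of 7 members that rose and Il6 without passing, with 7 past the test adjusted over the list alone (Fisher's exact test, adjusted p = 0.0905). They include the chemokines Cxcl5 (67.8-fold, 374 against 5.52, FDR = 1.2e-11), Cxcl10 (37.8-fold), Cxcl1 (33.6-fold) and Ccl2 (3.92-fold), the siderophore-binding Lcn2 (75.4-fold) and the protease inhibitor Timp1 (10.7-fold) in the authors' deposited table. Their median log2 fold was 5.07, or 4.13 with 1 added to both means, against 0.44 in random lists of the permutation test (adjusted p = 0.000677). The unadjusted p behind it is the smallest that the random lists can give. All 7 are also in lists that are not of glia. The chemokine list holds 4 of them, the antimicrobial list Lcn2, the matrix and SPP1+ lists Timp1, and the IL-6 family list Il6. Sparcl1, which the study names in its text, fell 2.76-fold (383 against 1057), and Ntsr1 was not listed, in the authors' deposited table.

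Both TAM gene sets contained genes that rose. In the SPP1+ signature of 15 genes, 7 rose, 1 fell, 3 were listed without passing and 4, Vegfa among them, were not listed, 10 passing adjusted over the list alone (Fisher's exact test, adjusted p = 0.225). Spp1, which encodes osteopontin, stood at 7.55 against 0.297 (FDR = 0.019), Marco, a scavenger receptor, at 2.92 against 0.067 and Slc11a1, a metal transporter of phagocytes, at 11.7 against 3.92 in the authors' deposited table. The signature shares Il1rn with the IL-1 list and Timp1 with the cultured-glia list. Flna, an actin cross-linker also abundant in muscle, fell 1.77-fold, and the arginase gene Arg1 stood at 69.5 against 0.332 (FDR = 0.0021), in the authors' deposited table. The list of C1Q+ and resident-type macrophages had 10 of 14 genes higher, 2 lower and 2, Nr1h3 and Mrc1, not listed (Fisher's exact test, adjusted p = 0.221). Its median lay above random lists (1.402 against 0.02, permutation test, adjusted p = 0.0013), which ended when these were not matched on expression. That of the SPP1+ list did not pass (0.94 against 0.40, permutation test, adjusted p = 0.138). The complement gene C1qa rose 2.64-fold (447 against 170), the antigen-presentation genes Cd74 5.93-fold (1476 against 249) and H2-Ab1 5.36-fold (999 against 186), and Apoe 2.65-fold in the authors' deposited table, and all of these are also expressed by other antigen-presenting or stromal cells. Cd163, a scavenger receptor of resident macrophages, fell 5.35-fold and Folr2 fell with it in the authors' deposited table. Median log2 fold was 0.94 in the SPP1+ list and 1.402 in the C1Q+ list, a difference of −0.47 that did not pass the test (exact permutation of members, adjusted p = 0.431). Of 10 monocyte genes, 6 rose, 1 (F13a1) fell, 1 was listed without passing and 2, Ccr2 among them, were not listed (Fisher's exact test, adjusted p = 0.328), with Ly6c2 13.4-fold higher in the authors' deposited table. The monocyte median of 1.84 lay above the 0.36 of random lists (permutation test, adjusted p = 0.015), which also ended without matching. The difference of medians between the monocyte and C1Q+ lists did not pass the test (0.43, exact permutation, adjusted p = 0.490). Counted past the test adjusted over the list alone were 12 C1Q+ and 8 monocyte genes.

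**Figure D1:**
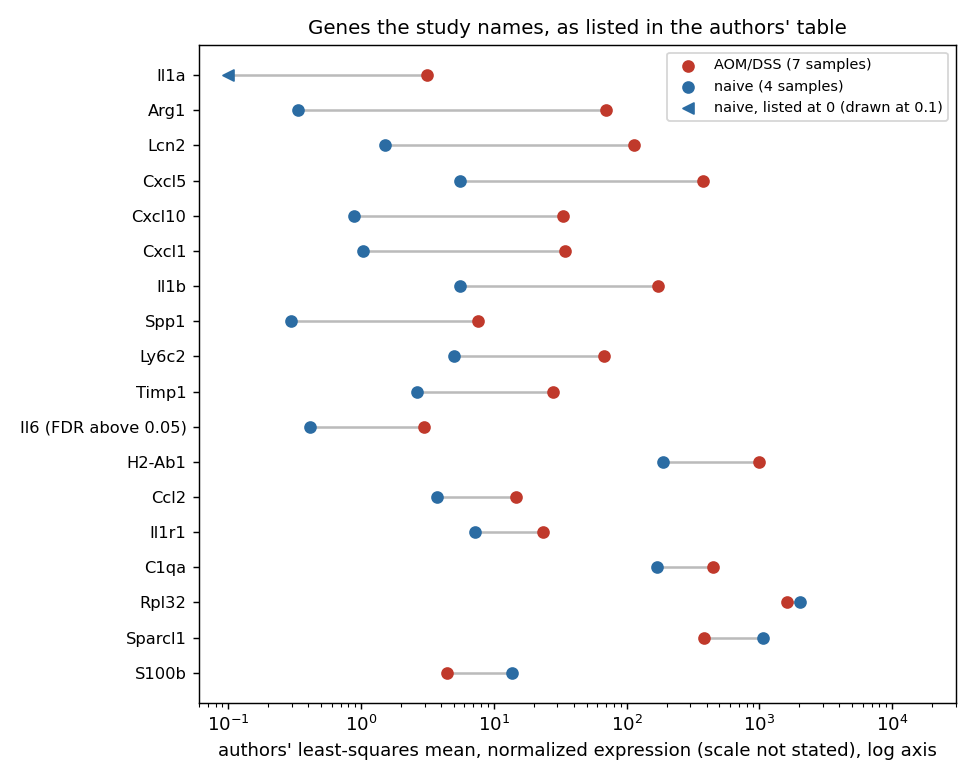
Authors' normalized means (log axis, scale not stated) of 18 genes that the study names, in naive (4 mice, blue) and AOM/DSS tissue (7 mice, red), ordered by fold. Of these, 14 rose and 3 fell past the FDR of 0.05, Il6 did not pass it, Il1a is listed at 0 in naive tissue, and no error bars are drawn because the table holds no values per mouse.

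Wnt target and cell cycle genes moved opposite to colonocyte genes. In bulk tissue the cells in which the former rose, epithelial or other, are not known. Of 21 Wnt target and intestinal stem cell genes, 15 rose, 3 were listed without passing and 3 were not listed (Fisher's exact test, adjusted p = 0.0023), with the transcription factor Prox1 57.6-fold (159 against 2.77) and the adhesion receptor Cd44 3.27-fold higher in the authors' deposited table. Mmp7, a matrix metalloproteinase that is also in the matrix and Paneth-type lists, had a mean of 217 and was listed at 0 in naive tissue in the authors' deposited table. Of 27 cell cycle genes, 17 rose and none fell (Fisher's exact test, adjusted p = 0.0014, no longer passing with a minimum fold of 2), as Plk1 did 3.13-fold and Birc5 2.87-fold in the authors' deposited table. Colonocyte genes showed the opposite course, with 9 of 16 lower, Guca2b and Slc9a3 higher and 5 not listed (Fisher's exact test, adjusted p = 0.0263, no longer passing at an FDR of 0.01). The Wnt target list lay 5.72 log2 units above the colonocyte list (medians 2.75 and −2.97, or 2.21 and −2.95 with 1 added to both means, permutation test, adjusted p = 0.0016). Of 20 genes of fatty acid oxidation and ketogenesis, the main energy route of colonocytes, 15 fell and 5 were not listed (Fisher's exact test, adjusted p = 3.6e-05). Of 18 respiratory chain genes 13 fell, 3 were listed without passing and 2 were not listed (Fisher's exact test, adjusted p = 0.00014). The median of the respiratory chain list did not pass against expression-matched random lists (−0.43 against −0.25, permutation test, adjusted p = 0.296). Falls in these lists were small, such as 2.68-fold for Acaa2 and 1.65-fold for Uqcrc1 in the authors' deposited table. The median of the regenerating epithelium list passed (1.90, or 1.88 with 1 added to both means, against 0.28, permutation test, adjusted p = 0.0020), which ended without matching. Its genes rose in 7 of 10 cases (Fisher's exact test, adjusted p = 0.0905, and from 0.043 with median-centred folds to 0.209 with a minimum fold of 2), including Ly6a 5.15-fold (938 against 182) in the authors' deposited table. General epithelial genes were 1 higher (Cldn4, 14.4-fold) and 4 lower of 13, goblet cell genes 3 higher (Muc2, Spink4 and Retnlb) and 3 lower of 10, tuft cell genes 2 higher and 1 lower of 11, and enteroendocrine genes 2 lower of 13 in the authors' deposited table, none of these lists passing in direction. Past the test adjusted over the list alone were 18 Wnt target, 21 cell cycle, 11 colonocyte, 15 fatty acid oxidation, 14 respiratory chain, 9 regenerating epithelium, 5 general epithelial, 8 goblet, 3 tuft and 2 enteroendocrine genes.

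Immune cell genes rose across lineages. Neutrophil genes rose in 11 of 17 cases with none lower (Fisher's exact test, adjusted p = 0.0126), T cell genes in 18 of 19 (adjusted p = 0.00092 in Fisher's exact test), B cell genes in 11 of 12 (Fisher's exact test, adjusted p = 0.0126) and plasma cell genes in 13 of 13 (Fisher's exact test, adjusted p = 0.0056). The neutrophil and B cell calls ended with a minimum fold of 2, and the antimicrobial call at an FDR of 0.01. Cd4, the helper T cell co-receptor, rose 11.4-fold, Cd79a of the B cell receptor 25.7-fold and Csf3r, the neutrophil growth factor receptor, 24.8-fold in the authors' deposited table. Their naive means were low, at 1.32, 2.09 and 0.904. With 1 added to both means their log2 folds went from 3.51, 4.68 and 4.64 to 2.79, 4.15 and 3.62. The 24 interferon response genes included 21 that rose and none that fell (Fisher's exact test, adjusted p = 0.00019), among them Cxcl9 at 70.6 against 0.275 and Ifi47 17.1-fold higher in the authors' deposited table. Chemokine genes rose in 21 of 30 cases, and 2 fell (Fisher's exact test, adjusted p = 0.0054), Cx3cl1 among these at 55.3 against 88.1 in the authors' deposited table. Antimicrobial and barrier genes rose in 12 of 17 cases (Fisher's exact test, adjusted p = 0.0477), with Reg3g at 139 and listed at 0 in naive tissue, the protease inhibitor Slpi 35.98-fold higher and the immunoglobulin transporter Pigr 1.99-fold lower in the authors' deposited table. Matrix-degrading enzymes and their regulators rose in 15 of 20 cases, and Timp2 fell (Fisher's exact test, adjusted p = 0.0126), Mmp13 being 39.6-fold and Adam8 14.1-fold higher in the authors' deposited table. Cytotoxic lymphocyte genes (5 higher of 10), mast cell genes (4 higher of 11), type 17 genes (3 higher and 2 lower of 11) and prostaglandin genes (2 higher and 6 lower of 14, with the receptor Ptger3 falling 5.96-fold) did not pass in direction in the authors' deposited table. By list, 11 neutrophil, 19 T cell, 11 B cell, 13 plasma cell, 23 interferon, 23 chemokine, 13 antimicrobial, 17 matrix, 6 cytotoxic, 5 mast cell, 6 type 17 and 10 prostaglandin genes passed adjusted over the list alone.

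The muscle coat and its nerves moved the other way, in samples whose muscle content is not given in the sources used here. All 18 smooth muscle genes fell (Fisher's exact test, adjusted p = 5.0e-06), with a median log2 fold of −1.397 against −0.06 in random lists of the permutation test (adjusted p = 0.000677), such as Des at 810 against 2504 and Synm 3.38-fold lower in the authors' deposited table. Of 25 enteric neuron genes, 9 fell, 1 (Tac1) rose, 5 were listed without passing and 10 were not listed, 13 passing adjusted over the list alone (Fisher's exact test, adjusted p = 0.0094, no longer passing at an FDR of 0.01). The median of the textbook glial list, which itself passed neither list test, lay above that of smooth muscle (median log2 fold −0.79 against −1.397, difference 0.61, exact permutation, adjusted p = 0.0105) and lay 0.44 above neurons without passing (exact permutation, adjusted p = 0.113). Its distance to the cultured-glia genes was 5.86 log2 units, or 4.81 with 1 added to both means (exact permutation, adjusted p = 0.0233 in each case). This call ended at an adjusted p of 0.071 by exact permutation when only members past the threshold were kept. Of 15 endothelial genes 8 rose and none fell (Fisher's exact test, adjusted p = 0.0526). That result passed with median-centred folds (Fisher's exact test, adjusted p = 0.0254, within 0.0254 to 1 over its alternatives). Of the fibroblast genes, 5 of 14 rose while Postn fell (Fisher's exact test, adjusted p = 0.480). Sparc, of the fibroblast list, turned to lower with median-centred folds. Smooth muscle had 18, endothelium 10 and fibroblasts 6 genes past the test adjusted over the list alone.

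Genes of other tissues moved with the group as well. Of 14 genes of stratified squamous epithelium, as lines the anal canal, 10 rose, 2 were listed without passing and 2 were not listed (Fisher's exact test, adjusted p = 0.0201), with Krt13 at 440 against 0.148 and Krt6a at 216 and listed at 0 in naive tissue in the authors' deposited table. All 11 Paneth-type genes were listed, 10 past the test and higher (Fisher's exact test, adjusted p = 0.0201), 8 of the 11 being listed at 0 in 1 group, with Defa20 at 186 and Defa24 at 132 in AOM/DSS and both listed at 0 in naive tissue in the authors' deposited table. The squamous call ended at an FDR of 0.01 and with a minimum fold of 2, and the Paneth-type call with a minimum fold of 2. The defensin genes are near-identical copies between which 3′ reads can be shared, so values of single members are uncertain, as are those of the hemoglobin copies Hba-a1 and Hba-a2 and of single immunoglobulin segments. Immunoglobulin genes made up 9.66% of the AOM/DSS and 0.557% of the naive sum of the authors' means over all listed genes in the authors' deposited table. Skeletal muscle had 1 member listed of 10 (Ckm, 3.75-fold lower), adipocytes 2 lower of 9, exocrine pancreas 1 lower of 9 (Cela1), red blood cells 2 higher of 5 and mesothelium 1 listed of 6 without passing in the authors' deposited table. The adipocyte median passed below random lists (−1.71 against 0.47, permutation test, adjusted p = 0.0053). Hypoxia genes were 6 higher and 3 lower of 15 (Fisher's exact test, adjusted p = 0.80). Among 14 common reference genes 4 rose and 2 fell, B2m by 4.34-fold upward (3645 against 840) and Ppia by 1.59-fold, and among 29 ribosomal protein genes 1 rose and 3 fell in the authors' deposited table. Rpl32, the reference transcript of the study's quantitative PCR, was 1.25-fold lower (1606 against 2013, FDR = 0.045) in the authors' deposited table. Adjusted over the list alone, 12 squamous, 11 Paneth-type, 1 skeletal muscle, 2 adipocyte, 1 pancreas, 3 red blood cell, 0 mesothelium, 11 hypoxia, 7 reference and 2 ribosomal protein genes passed.

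**Figure D2:**
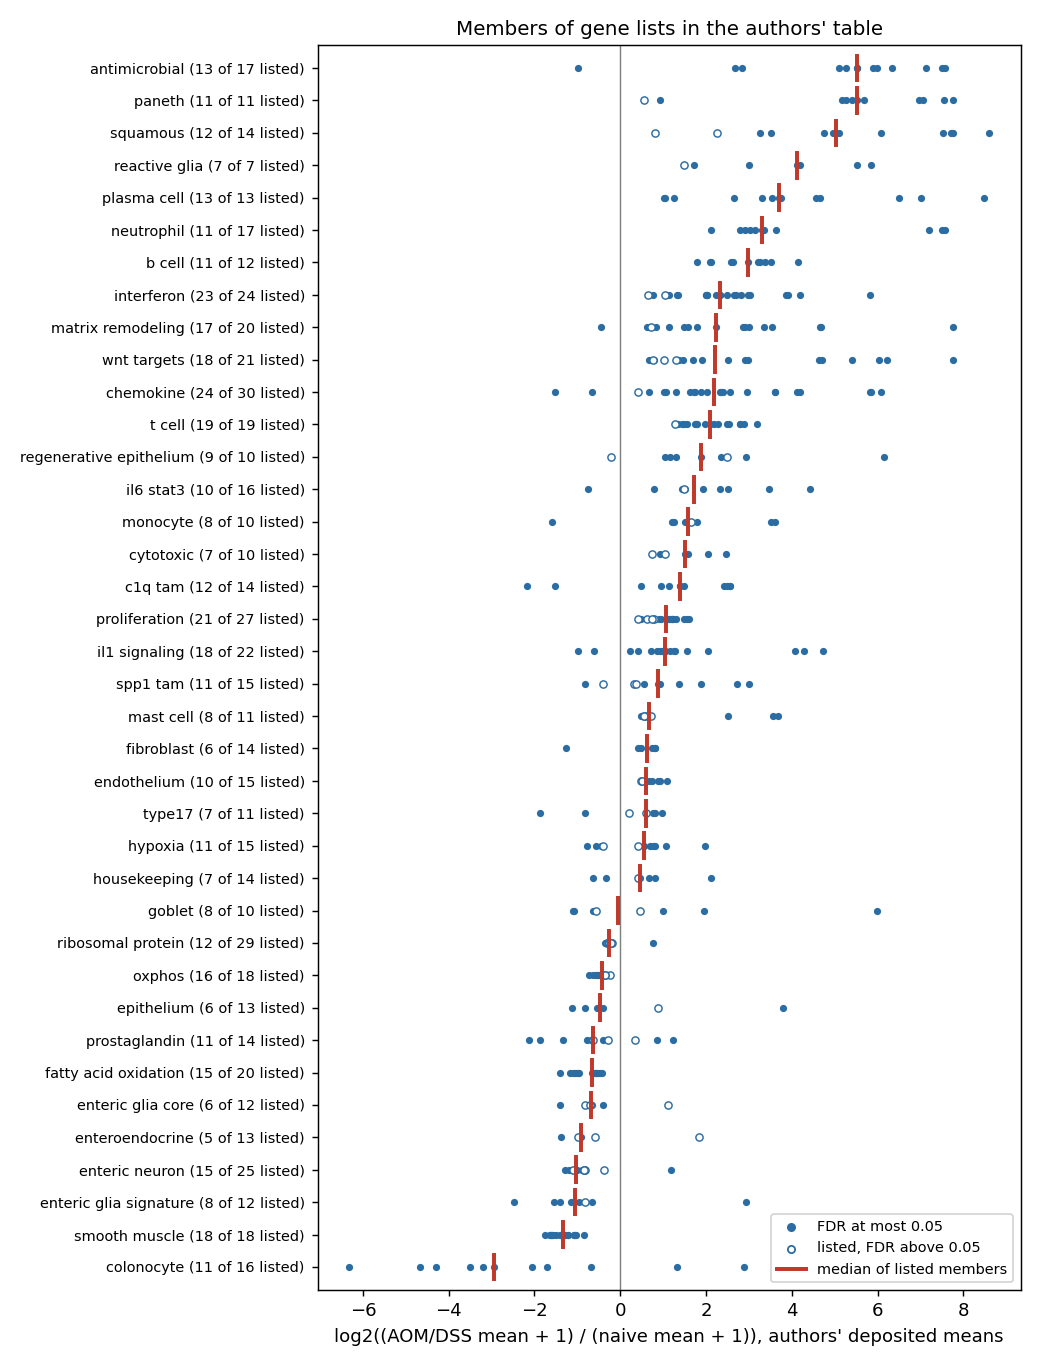
Each point is a gene of a list fixed beforehand, for lists with at least 5 members listed, placed by the log2 ratio of the authors' means in AOM/DSS and naive tissue after adding 1 to each, filled when past an FDR of 0.05, and the red bar is the median of listed members. Antimicrobial, Paneth-type and squamous lists stand highest among the lists drawn (medians 5.51, 5.51 and 5.03), smooth muscle (−1.34) and colonocytes (−2.95) lowest.

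In GENCODE M21 on GRCm38, Il1b lies on chromosome 2 from 129364570 to 129371139 and C1qa on chromosome 4 from 136895917 to 136898803. Cxcl5 spans 90759360 to 90761624, Il6 30013114 to 30019981 and Spp1 104435118 to 104441050 on chromosome 5, and S100b 76253853 to 76261159 on chromosome 10. All 6 are protein-coding. The tissue was bulk, so a gene's level does not say in which cells it was expressed, and a list's count covers only genes with a p below the table's limit. With no values per mouse, the number of mice that show each direction and the weight of single mice were not analysed here.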

Values the study reported

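The study sequenced these libraries to 10 M raw reads and aligned them with STAR 2.5.3a, counting to Ensembl release 102. For the AOM/DSS model it gave AOM at 10 mg/kg and 3 cycles of 1.5% DSS, and it took tissue on day 70. From these libraries it reported that its tumor glia markers, TAM signature genes and IL-1 signaling were raised. By quantitative PCR it reported less Il6 in tumors of mice whose glia lacked the IL-1 receptor than in littermate tumors. In sorted glia it reported more Il6 from AOM/DSS tumors than from healthy colon.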

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

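The rescaling without immunoglobulin genes, the split without genes listed at 0 and the count without squamous, Paneth-type, plasma cell and immunoglobulin genes were chosen after seeing the data. No paired analysis was possible because the table holds group means and no values per sample, so the replicate block and leaving out each replicate were not run, and regrouping the samples was not possible. Against 5323 genes, stricter error control left 3378 at an FDR of 0.01, 1815 at 0.001, 2739 by Benjamini-Yekutieli and 786 by Bonferroni, and a minimum fold of 2 left 2804, all by construction. The other 5 alternatives kept the count within 1.5 times, the lowest 3961 with a mean of at least 10. The share higher, 58.7%, was 55.0% after median-centring by 0.44 on the log2 scale, 58.7% rescaled without immunoglobulin genes, which stay in this count, and 56.7% without genes listed at 0. Lists past the direction test fell from 18 to 11 with a minimum fold of 2, where fewer members enter and the respiratory chain list has none; besides IL-1 signaling, the B cell, neutrophil, Paneth-type, squamous and cell cycle calls ended there, and the antimicrobial, colonocyte, enteric neuron and squamous calls at an FDR of 0.01. The share of IL-1 signaling members that were higher was 86.7% at an FDR of 0.01, 100% with a fold of 2 and 77.8% median-centred, each no longer past the test (adjusted p = 0.089, 0.057 and 0.110 by Fisher's exact test). Medians lost their call when random lists were not matched on expression for C1Q+ macrophages (1.402), IL-1 signaling (1.09), monocytes (1.84), cell cycle (1.08), regenerating epithelium (1.90) and fatty acid oxidation (−0.66), and the difference of cultured-glia and glial genes (5.87) lost it with called members only; the cause was not tested. Lists whose share higher changed sides of that of the other called genes had few called members and were past no threshold: goblet (100% higher) and type 17 (33.3%) at an FDR of 0.01, fibroblast (0%), ribosomal protein (100%) and type 17 (66.7%) with a fold of 2, type 17 with a mean of at least 1 (50%, and a median of −0.022). Calls were gained in direction by the endothelium and regenerating epithelium lists with median-centred folds, and in median by tuft cells with a mean of at least 1 and by cytotoxic lymphocytes with unmatched lists. In all, 151 of 171 list directions, 211 of 220 list medians and 17 of 18 list differences kept direction and side of the threshold. Some of these were kept by construction. Median-centring shifts all folds alike, so it could not change the place of any list median against random lists. For the list differences, a mean of at least 1 gave the same values as the main setting. Adding 1 to both means moved 40 of 180 named folds by over 1.5 times, a limit set here for want of replicate spread, and turned none. The table gives no depth per library, so how far depth limits low genes was not analysed here.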

Other observations

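The tests on the further muscle coat, skin appendage and Hox lists and on genes listed at 0 in the lowest bin were written down after the main results and before their own values were seen; those on stroma, on glia against smooth muscle, on immunoglobulin genes and on the next bin were chosen after the result was seen. Ano1, Krt25 and Krt35 were chosen after their values were seen.

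Hoxb13, a positional gene of the distal gut chosen after its values were seen, fell 2.78-fold in AOM/DSS (160.4 against 446, FDR = 6.6e-07), and Hoxa13 fell 1.50-fold (17.2 against 25.8) in the authors' deposited table. Igkc and Igha, also chosen afterwards, stood at 25056 against 1051 and 22793 against 1738 in the authors' deposited table. Mt4, a metallothionein of squamous epithelium known from the study beforehand, stood at 188 and was listed at 0 in naive tissue in the authors' deposited table.

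Most glial signature genes and enteric neuron genes past the threshold were lower in AOM/DSS alongside smooth muscle. The signature did not pass in direction, and the textbook glial list passed neither list test. A smaller share of all stroma alone would lower endothelial and fibroblast genes too, yet 92.9% of the 14 past the threshold were higher. This argues against it as the whole cause only if expression per cell did not change, which was not tested. The counts were already known, 5 of 15 endothelial and 8 of 14 fibroblast genes were not listed, and neither list passed in direction. Whether glial genes fell beyond smooth muscle stays open: the median of the 6 listed textbook genes, Sox2 among them higher, lay 0.61 log2 units above it (exact permutation, p = 0.0035), but that of the signature, 0.33 above, did not pass (exact permutation, p = 0.135). A smaller share of the muscle coat in the AOM/DSS tissue stays possible. In a further muscle coat list 100% of 10 called members, such as Ano1 of the pacemaker cells, were lower. That was likely once all 18 smooth muscle genes had fallen, and lower expression per muscle cell would give the same, so the list cannot tell these apart. The study describes the tumors as full-thickness too, so whether less muscle was sampled is not settled. Fewer glia, or less marker expression per cell, stay open as untested. Neither the fall of signature genes nor the rise of cultured-glia genes can be assigned to glia in bulk tissue.

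Squamous epithelium genes were higher in AOM/DSS. If perianal skin had been included, hair and sebaceous genes could be higher. Of 12 such genes 5 were listed, and 2 (Krt25 and Krt35) were past the test, too few to decide. Both were higher, with means of 1.99 and 1.63, and listed at 0 in naive tissue in the authors' deposited table. The keratin gene Krt36, outside that list, stood at 128 against 1.32 (97.4-fold higher) in the authors' deposited table. Its rise was known from the main results, so it was not counted. If tumor samples had been taken nearer to the anus, posterior Hox genes could be higher, yet 0 of the 2 past the test were, again too few. Both sampling explanations cannot be told apart here from squamous cells growing within the inflamed or tumor-bearing colon, since too few genes of either list were called and no values per mouse were used.

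With the listed genes in 10 bins of mean expression, the share of called genes that were higher was 70% in the lowest bin, 87.1% in the next, and 47.9%, 50.9% and 45.7% in the highest 3. A first test of immunoglobulin transcripts, rescaling both groups without them, gave 45.1% higher in the highest bin against 58.5% in all called genes, both without immunoglobulin genes, but turned the direction of 0 genes, so it could not have come out otherwise and was replaced after its result was seen. The replacement decides nothing either and leaves them open: the 350 genes called lower there had a median log2 fold of −0.63 against a shift of 0.14 over the listed genes, but the smallest fall called was −0.24, so the call itself fixes that they exceed it. Genes listed at 0 are argued against for the second lowest bin, split off as its own test once the first value was known, which stayed at 82.5% higher without them against 56.7% in all called genes, and stay open for the lowest, where leaving out 168, 137 of them higher by definition, gave 55.3%. A biological difference between the groups stays open as untested.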
